A study of Mus musculus with 10 samples. Its data were reported in "USP17L promotes the 2-cell-like program through deubiquitination of H2AK119ub1 and ZSCAN4" (2025).

How the data were processed

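The samples were cultures of mouse embryonic stem cells whose polyadenylated RNA was sequenced. Every label gives the line as J1, whereas the methods of the paper name another line, E3, for overexpression, so the line given here rests on the labels. The labels give 5 groups of 2 libraries each, 10 in all. WT cells were grown without transfection. Usp17le OE cells received a plasmid that expresses Usp17le, a deubiquitinase gene of the Usp17l family, and Dux KD cells received a short hairpin RNA against Dux, a transcription factor of the 2-cell embryo. Both were selected with puromycin. In the group named Usp17le OE-Dux KD the hairpin was added to cells that already overexpressed Usp17le. In the group named Dux KD-Usp17le OE the plasmid was added to cells that already carried the hairpin. A group with an empty plasmid or a control hairpin was not analysed here, so each comparison with WT also holds the effect of transfection and selection. The same is true of the differences of effects, since each includes a comparison with WT. The labels do not say whether the 2 libraries of a group come from separate cultures, so every p measures the spread between these libraries, which may be technical only.

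The deposited table holds 1 value per gene and library in TPM (reads divided by gene length, then scaled to a fixed total per library) for 24370 gene symbols, and the authors' gene lengths in bases. According to the submitters' processing notes and the methods of the paper, the authors trimmed reads with Trim Galore, aligned them to mouse genome build mm10 with HISAT2, counted uniquely mapped reads per gene with featureCounts and converted the counts to TPM, and they named DESeq2 for their own comparisons. These sources give no versions or annotation release. Counting was done at default settings, which ignore the strand, so reads from overlapping genes on opposite strands are not separated here. The authors dropped reads that map to several places, which lowers near-identical paralogs (the Zscan4, Usp17l, Tdpoz and Pramel families) by an unknown amount. The paper describes Dux as a multi-copy gene in tandem repeats, so its reads may be lowered in the same way. TPM multiplied by length gave whole reads for 100% of values (tolerance 0.01), so reads per library were recovered, 32188285 to 50457228. There were 27 gene symbols that a spreadsheet had turned into dates, and these were kept in the fits and are not named. The table has no mitochondrially encoded genes, so the list of 15 such genes, meant to show RNA quality, could not be tested.

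Values were analysed as log2(TPM + 0.1). Genes with at least 0.5 TPM in at least 2 libraries were kept, 14706 in all. The comparisons were fitted together in limma 3.58.1 (R 4.3.3, statmod 1.5.0), with 1 mean per group over the 10 libraries, which leaves 5 residual degrees of freedom, and with the trend and robust options of its empirical Bayes step (median prior degrees of freedom 7.06). Tests were two-sided with Benjamini-Hochberg adjustment over all genes tested within a comparison, and a gene was called changed at an adjusted p under 0.05. There were 9 comparisons: 7 between groups and 2 differences of effects. Errors of log2 changes are SEs of this fit, and errors of TPM levels are SDs of 2 libraries. The test, the filter, the comparisons, 18 gene lists, the rule for naming genes and most alternatives were chosen before the data were examined.

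TPM values add up to the same total in every library, so a change in abundant genes shifts all others. The median gene shifted by 0.26 (log2) in Usp17le OE against WT, 0.38 in Dux KD against WT, 0.29 in Usp17le OE-Dux KD against Usp17le OE, -0.10 in Dux KD-Usp17le OE against Dux KD, 0.56 in Usp17le OE-Dux KD against WT, 0.29 in Dux KD-Usp17le OE against WT and -0.23 in Dux KD-Usp17le OE against Usp17le OE-Dux KD. It shifted by -0.32 in the difference of the overexpression effects and by -0.11 in the difference of the knockdown effects. Counts are therefore given both as deposited and after scaling each library by the median of its ratios to the geometric mean library (14670 genes tested), and the genes printed as examples of a list result are given relative to the median gene of the comparison. Genes named singly, whether or not they belong to a list, are given as deposited unless the sentence says otherwise.

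The gene lists covered 2-cell-stage (2C) genes as the main list, pluripotency, formative and primed epiblast, mesoderm and definitive endoderm, primitive endoderm, neuroectoderm, trophoblast, fibroblast feeder, p53 target, interferon, integrated stress response, Polycomb complex, Polycomb target, germline, Dux locus regulator, telomere and replication-dependent histone genes (a sign of RNA quality), besides the mitochondrial list. Each was tested with camera (limma), which compares a list with all other genes, at a preset correlation between genes of 0.01 and again with an estimated correlation, and p was adjusted over the lists of a comparison. The estimated version uses only the 5 residual degrees of freedom of the fit, so its p is much larger even at an equal correlation. The fry test (limma), which asks whether a list moves one way on balance, gave the direction of camera for the 2C list in each comparison. Lists of HIF target and glycolysis genes, of ERK and SRF immediate early genes and of ribosomal protein genes were written after the data had been seen, and their p is adjusted over 27 tests.

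The genes named are Usp17le and Dux, in each comparison the 8 called genes with the largest rise and the 8 with the largest fall (mean TPM of at least 1 in a group, libraries of the groups not overlapping), up to 4 members per list and up to 8 for the 2C list with the smallest p, and genes needed to check labels. After seeing the data, the largest changes were restricted to genes of at least 200 bases, because a library of polyadenylated RNA measures shorter RNAs poorly (246 tested genes are shorter). A selection of these genes is printed, mostly those whose call did not depend on a single library.

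The fit was tested on simulated data made from the depths and mean levels of all 10 libraries (14295 genes). The spread between libraries was fixed and not estimated from the data, and changes were added to the Usp17le OE libraries alone. In Usp17le OE against WT the fit recovered 64.6% of 50 genes raised by 1 on the log2 scale and 98% of 50 raised by 2. It recovered 71.4% of 50 changed by -1 and 94% of 50 changed by -2, and 9.5% of its calls were false. Far more genes changed in the data, so these figures do not give the error rate there. Alternatives were pseudocounts of 0.5 and 1, no filter and a filter at 1 TPM, median-of-ratios scaling, a replicate block, each library left out in turn, only the groups compared in the fit, limma without trend and robust options, and the study's threshold (fold over 2 and unadjusted p under 0.05). Chosen after seeing the data were limma-voom on the recovered reads, a correction of each library for its trend on gene length, the fit without genes under 200 bases and the fit without the libraries labelled Dux KD-Usp17le OE. Replicate numbers did not pair libraries across groups: the correlation between groups of the difference replicate 1 minus replicate 2 lay between -0.05 and 0.05 across genes. Coordinates were taken from the GENCODE vM21 annotation of build GRCm38 (mm10). Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.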

Results

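The transcriptome of mouse embryonic stem cells, labelled as the J1 line, was measured in 5 groups with 2 libraries each. A small share of such cells enters a state that resembles the 2-cell embryo and transcribes 2C genes, among them Zscan4 and Dux. The study asks whether Usp17le, which encodes a deubiquitinase and is itself a 2C gene, acts on this program through Dux. Depth, as reads recovered from the table, was 33759681 and 37080854 in WT, 32188285 and 34399725 in Usp17le OE, and 37706457 and 50457228 in Dux KD. It was 34484021 and 37682581 in Usp17le OE-Dux KD and 45708031 and 33948667 in Dux KD-Usp17le OE. Replicates correlated across genes with Pearson's r of 0.984 to 0.987. In a principal component analysis, PC1 carried 45.2% and PC2 27.4% of the variance, and the libraries of each group lay next to each other. Ribosomal protein genes took 31.2% and 31.0% of TPM in WT and 21.5% and 19.6% in Dux KD.

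Usp17le lies on chromosome 7 (104768049 to 104777470) and is annotated as protein-coding. Its mean was 1.21 ± 0.796 TPM in WT, 32.1 ± 4.9 TPM in Usp17le OE, 0.445 ± 0.0297 TPM in Dux KD and 10.8 ± 0.305 TPM in Usp17le OE-Dux KD (SD, n = 2). In the libraries labelled Dux KD-Usp17le OE, which carry the plasmid by their label, Usp17le stood at 0.941 and 1.63 TPM, within the range of the WT libraries, 0.649 and 1.77 TPM. Against Dux KD its log2 change there was 1.30 ± 0.39, adjusted p = 0.0655, which did not pass the test. In a fit of these 2 groups alone the adjusted p was 0.0494. Every direction drawn below from the libraries labelled Dux KD-Usp17le OE carries this limit. Dux, annotated as the protein-coding gene Duxf3 on chromosome 10 (58229979 to 58232675), was measured from few reads. There were 5 and 12 in WT, 80 and 75 in Usp17le OE, 4 and 0 in Dux KD, 15 and 16 in Usp17le OE-Dux KD, and 6 and 2 in Dux KD-Usp17le OE. Such counts leave moderate differences between groups other than Usp17le OE undetectable.

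**Figure D1:**
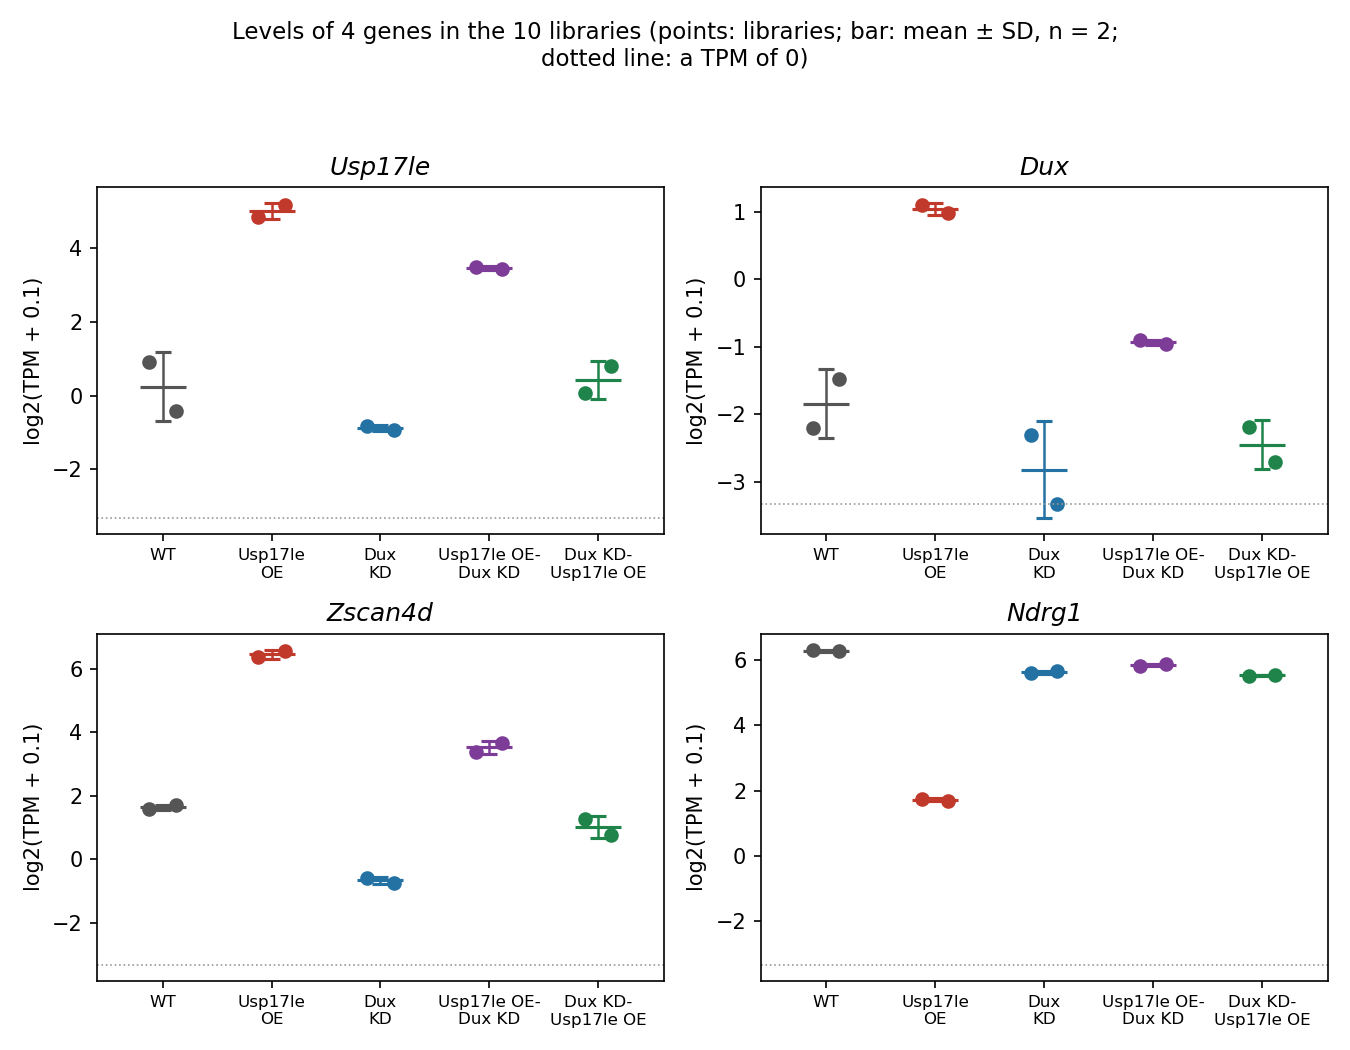
Level of Usp17le, Dux, Zscan4d and Ndrg1 in each library as log2(TPM + 0.1) by group. Points are libraries, bars are the mean and SD of 2 libraries, and the dotted line marks a TPM of 0; Usp17le lies at 28.7 and 35.6 TPM in Usp17le OE and at 0.941 and 1.63 TPM in the libraries labelled Dux KD-Usp17le OE.

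Usp17le overexpression was compared with WT to show what differs when the plasmid is added to unmodified cells, transfection and selection included. Usp17le rose 27-fold (log2 change 4.76 ± 0.39, adjusted p = 4.73e-06) and Dux rose 7.37-fold (2.88 ± 0.54, adjusted p = 0.000438), and the 2C genes rose with them. Zscan4d, a zinc finger gene of 2C-like cells, went from 3.01 ± 0.183 to 88.2 ± 8.83 TPM (4.83 ± 0.17, adjusted p = 4e-10). Its relatives Zscan4f (4.73 ± 0.19) and Zscan4a (3.93 ± 0.16) rose as well, as did the 2C genes Gm5662 (4.48 ± 0.12), Gm2016 (4.96 ± 0.14), Gm8300 (4.56 ± 0.15) and Tmem92 (4.07 ± 0.20). Among genes outside the 2C list, Trim43a, a tripartite motif gene, rose 139-fold (7.11 ± 0.23, adjusted p = 1.26e-10). Foxd3, a forkhead transcription factor gene, rose 50-fold (5.64 ± 0.15, adjusted p = 2.55e-11), and Vnn1, which encodes pantetheinase, rose by 5.92 ± 0.50. The largest falls included Adm, the gene of the vasodilator peptide adrenomedullin (-5.75 ± 0.63, adjusted p = 0.00048), and Ndufa4l2, a hypoxia-induced mitochondrial gene (-4.92 ± 0.13, adjusted p = 9.84e-10). Ndrg1, a stress-responsive gene, changed by -4.55 ± 0.06, adjusted p = 4.61e-13, and Bhlhe40, which encodes a transcriptional repressor, by -4.65 ± 0.12. Gadd45g, a growth arrest gene, changed by -4.74 ± 0.17 and Acta2, which encodes smooth muscle actin, by -4.55 ± 0.09 (SE, n = 2 per group in each case). All of these are protein-coding where their position was looked up. Zscan4d lies on chromosome 7 (11161374 to 11166159), Gm5662 on chromosome 12 (88270640 to 88274500), Trim43a on chromosome 9 (88580891 to 88588819) and Foxd3 on chromosome 4 (99656299 to 99658622). Adm lies on chromosome 7 (110627661 to 110629820) and Ndrg1 on chromosome 15 (66929318 to 66969640).

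Relative to the median gene, the 44 measured 2C genes (of 66 listed) rose by a median of 3.67 in Usp17le OE against WT. Of them, 43 were higher and none lower, both over all genes tested and adjusted over the list alone, and 43 were higher after scaling. The list test gave adjusted p = 5.04e-09, or adjusted p = 0.0278 with an estimated correlation. The list holds both manipulated genes and 4 further Usp17l genes, so it is not independent of the plasmid. Integrated stress response genes fell, with 9 higher and 21 lower of 35 over all genes and adjusted over the list alone, and 6 higher and 23 lower after scaling. Their adjusted p was 9.35e-05, and adjusted p = 0.425 with an estimated correlation. Examples are Ddit3 (-3.37 ± 0.11), the stress transcription factor CHOP, Ddit4 (-3.04 ± 0.06), an inhibitor of mTORC1, and Nupr1 (-2.94 ± 0.09), a stress-induced chromatin protein. Dux locus regulators had 29 higher and 6 lower of 40 by either adjustment, and 24 and 10 after scaling. Their adjusted p was 0.0267, and adjusted p = 0.811 with an estimated correlation (0.067 after scaling). Of these, Dppa2 (2.24 ± 0.06), an activator of Dux, and Smarcad1 (1.32 ± 0.08), a chromatin remodeller, rose, and Ehmt2 (-1.72 ± 0.06), a histone H3 lysine 9 methyltransferase, fell. Neuroectoderm genes had 1 higher and 5 lower of 12 by either adjustment, and 1 and 6 after scaling (adjusted p = 0.0358, adjusted p = 0.244 with an estimated correlation, and 0.13 after scaling). Among them Stmn2 (-1.72 ± 0.05) and Elavl3 (-1.70 ± 0.17), genes of differentiating neurons, fell, whereas Tubb3 (0.85 ± 0.07), a neuronal tubulin, rose. Fibroblast feeder markers had 3 higher and 6 lower of 15 by either adjustment, and 2 and 8 after scaling (adjusted p = 0.0358, adjusted p = 0.244 with an estimated correlation, and 0.0963 after scaling). Among these Acta2 (-4.80 ± 0.09) and Pdgfrb (-1.52 ± 0.13) were lower.

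Other lists did not pass the test in Usp17le OE against WT. Pluripotency genes went both ways, with 22 higher and 9 lower of 38 by either adjustment and 18 and 14 after scaling (adjusted p = 0.152). The pluripotency genes Nanog (1.24 ± 0.04), Zfp42 (1.60 ± 0.05) and L1td1 (1.64 ± 0.05) were among the higher ones. Polycomb complex genes had 25 higher and 10 lower of 41, and 20 and 13 after scaling (adjusted p = 0.187), including Suz12 (1.11 ± 0.06) of PRC2 and Usp16 (1.41 ± 0.09), an H2A deubiquitinase, among the higher. Polycomb target genes had 15 higher and 11 lower of 47, or 15 and 10 adjusted over the list alone (adjusted p = 0.152). After scaling the majority turned, to 11 higher and 14 lower. Of them Gata3 (3.77 ± 0.40) was higher and Dlx3 (-2.71 ± 0.19) lower. p53 targets had 18 higher and 7 lower of 30, and 16 and 11 after scaling (adjusted p = 0.246), with Tigar (1.86 ± 0.07) and Ccng1 (1.03 ± 0.06) higher. Germline genes had 21 higher and 5 lower of 36, and 17 and 9 after scaling (adjusted p = 0.242), with Dazl (0.88 ± 0.07), a germ cell RNA-binding protein, higher. Formative epiblast genes had 9 higher and 5 lower of 17 on either scale (adjusted p = 0.715). Mesoderm and definitive endoderm genes had 8 and 4 of 17, and 7 and 5 after scaling (adjusted p = 0.825), and primitive endoderm genes 12 and 2 of 20, and 8 and 4 after scaling (0.493). Trophoblast genes had 10 higher and 4 lower of 20, or 10 and 5 adjusted over the list alone, and 10 and 6 after scaling (adjusted p = 0.86). Interferon genes turned from 7 higher and 5 lower of 22 to 6 and 9 after scaling (adjusted p = 0.493). Telomere genes had 14 higher and 7 lower of 29, or 15 and 7 adjusted over the list alone, and 12 and 13 after scaling (adjusted p = 0.86). Histone genes, a list meant to show RNA quality, had 2 higher and 7 lower of 23, or 1 and 4 adjusted over the list alone, and 0 and 8 after scaling (adjusted p = 0.138).

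By the limma test, 9765 of 14706 genes changed in Usp17le OE against WT. Of these 6691 were higher and 3074 lower as deposited, and 4850 higher and 4843 lower after scaling. A pseudocount of 1 shrank the change of genes close to 0 TPM by over 1.5 times, to 1.32 for Dux, 3.12 for Vnn1 and 2.36 for Gata3 (as deposited).

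Dux knockdown was compared with WT to show what differs in cells that carry the hairpin without the plasmid, transfection and selection included. The 2C genes fell. Tcstv3, a 2C gene on chromosome 13 (120316878 to 120318178, protein-coding), dropped from 3.68 ± 0.356 to 0.254 ± 0.0267 TPM (-3.41 ± 0.17, adjusted p = 1.48e-08). Zscan4a changed by -2.76 ± 0.16, adjusted p = 3.45e-08, and Zscan4d by -2.29 ± 0.17, adjusted p = 2.54e-07. Gm8300 (-2.84 ± 0.15), Gm5662 (-2.53 ± 0.12) and Gm2016 (-2.49 ± 0.14) fell likewise, as did Pyy, a gut peptide hormone gene (-3.63 ± 0.36), and Gadd45g (-3.08 ± 0.17). Dux itself, with 4 and 0 reads in Dux KD, had a log2 change of -0.98 ± 0.54, adjusted p = 0.134, which did not pass. On the recovered reads it was -3.04 with adjusted p = 0.0172. Higher in Dux KD were Foxd3 (3.41 ± 0.15, adjusted p = 6.71e-09) and L1td1, an RNA-binding protein gene of pluripotent cells on chromosome 4 (98726734 to 98738480, protein-coding), which changed by 2.60 ± 0.05, adjusted p = 4.73e-11. Spry4, a feedback inhibitor of receptor tyrosine kinase signalling (2.81 ± 0.08), Myc (2.74 ± 0.13) and Inhbb, an activin subunit gene (2.58 ± 0.08), rose too. Foxd3, L1td1, Spry4 and Myc were also higher than WT in Usp17le OE, which carries no hairpin. Lars2, a mitochondrial leucyl-tRNA synthetase gene, changed by 2.99 ± 0.17, adjusted p = 3.1e-06, and the short entry Mir6236 went from 5.53 ± 1.23 to 76.5 ± 28.6 TPM. Both entries are known to collect reads of ribosomal RNA, so their rise is not read here as a change of these genes. Lars2 stood at 26.9 ± 3.65 TPM in WT, 63 ± 3.99 in Usp17le OE, 215 ± 42.6 in Dux KD, 281 ± 12 in Usp17le OE-Dux KD and 156 ± 26.9 in Dux KD-Usp17le OE. Usp17le had a log2 change of -1.12 ± 0.39, adjusted p = 0.0322, a call that rested on single libraries. It was -0.46 (adjusted p = 0.189) without WT replicate 1 and -1.78 (adjusted p = 0.000174) without WT replicate 2. It was -1.18 (adjusted p = 0.0913) without Dux KD replicate 1 and -1.07 (adjusted p = 0.131) without Dux KD replicate 2. The call also ended with a replicate block (adjusted p = 0.0514), without trend and robust options (0.0611) and with only these groups in the fit (0.0521).

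Relative to the median gene, 2C genes lay at a median of -1.85 in Dux KD. Of the 44, 3 were higher and 25 lower by either adjustment, and 1 higher and 28 lower after scaling (adjusted p = 4.97e-15, adjusted p = 0.00837 with an estimated correlation). Pluripotency genes rose, 34 higher and 2 lower of 38 by either adjustment and 29 and 6 after scaling (adjusted p = 1.41e-07, adjusted p = 0.27 with an estimated correlation). They included Klf4 (1.11 ± 0.05), Nr0b1 (1.58 ± 0.07) and Zfp42 (0.98 ± 0.05), transcription factors of the naive state. Dux locus regulators rose in 40 of 40 by either adjustment and in 34 after scaling (adjusted p = 1.19e-09, adjusted p = 0.404 with an estimated correlation). Among them were L3mbtl2 (0.91 ± 0.07) of the PRC1.6 complex and Trim28 (0.70 ± 0.05), a corepressor of retrotransposons. Polycomb complex genes had 33 higher and 4 lower of 41, and 24 and 7 after scaling (adjusted p = 0.00456, adjusted p = 0.45 with an estimated correlation). Both Suz12 (0.89 ± 0.06) and Usp7 (1.01 ± 0.05) were higher. Integrated stress response genes had 27 higher and 2 lower of 35 by either adjustment, and 18 and 6 after scaling (adjusted p = 0.00677, adjusted p = 0.45 with an estimated correlation). They included Aars (0.69 ± 0.05), an aminoacyl-tRNA synthetase. Telomere genes had 22 higher and 2 lower of 29, or 23 and 2 adjusted over the list alone, and 15 and 6 after scaling. Their adjusted p was 0.0239, and adjusted p = 0.45 with an estimated correlation (0.101 after scaling). The telomerase subunit gene Wrap53 (0.58 ± 0.07) was among the higher. Histone genes, a list meant to show RNA quality, had none higher and 4 lower of 23 by either adjustment, and 6 lower after scaling. Their adjusted p was 0.000125, and adjusted p = 0.199 with an estimated correlation. Their median was -0.38 as deposited, and genes of 400 to 1000 bases other than ribosomal protein genes lay at -0.34. The list therefore does not tell RNA quality from a length trend of the libraries, here or below. Hist1h1c (-1.45 ± 0.16) was lower, and stood at -0.71 after the length correction (adjusted p = 0.00243).

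Polycomb target genes had 11 higher and 4 lower of 47, or 8 and 3 adjusted over the list alone, and 5 and 9 after scaling. Their median was 0.12 as deposited, while the list test pointed down (adjusted p = 0.0194, adjusted p = 0.216 with an estimated correlation, and 0.616 after scaling). Of them Hoxb13 (-2.48 ± 0.29) fell. The p53 targets turned with the scaling, from 16 higher and 7 lower of 30 as deposited (16 and 8 adjusted over the list alone) to 6 and 18 after it, and the adjusted p went from 0.381 to 0.0402 (adjusted p = 0.643 as deposited with an estimated correlation). Germline genes turned likewise, from 12 higher and 10 lower of 36 to 4 and 18 (adjusted p = 0.0517 as deposited, 0.5 with an estimated correlation, and 0.0222 after scaling), although Tuba3a (1.29 ± 0.06) was higher on either scale. The remaining 7 lists had an adjusted p of 0.0703 to 0.718. In their midst Tead4 (1.32 ± 0.10), a trophoblast transcription factor, and Sox1 (0.93 ± 0.23), a neural one, rose, and Stmn2 (-0.86 ± 0.05), Tagln (-1.87 ± 0.23), a smooth muscle gene, and Cxcl10 (-2.20 ± 0.27), an interferon-induced chemokine, fell.

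In all, 9131 genes changed in Dux KD against WT, 7561 higher and 1570 lower as deposited, and 3948 higher and 3919 lower after scaling. The share of TPM in genes under 1000 bases was 43.2% and 43.0% in WT and 31.3% and 28.5% in Dux KD, so short and long genes moved apart. With a pseudocount of 1 the changes as deposited of genes close to 0 TPM shrank by over 1.5 times, to -1.90 for Tcstv3, -1.60 for Zscan4a, -1.38 for Zscan4d, -2.20 for Pyy, 2.15 for Foxd3, -1.05 for Hoxb13 and -1.13 for Cxcl10.

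Usp17le OE-Dux KD was compared with Usp17le OE to ask how much of the response to Usp17le depends on Dux. The 2C genes fell when the hairpin was added. Zscan4d went from 88.2 ± 8.83 to 11.5 ± 1.63 TPM (-2.93 ± 0.17, adjusted p = 3.02e-08), and Gm5662 changed by -3.54 ± 0.12, adjusted p = 5.26e-10. Gm2016 (-3.44 ± 0.14), Gm8300 (-3.21 ± 0.15), Zscan4f (-2.75 ± 0.19), Zscan4a (-2.69 ± 0.16) and Tmem92 (-2.57 ± 0.20) fell with them. Dux fell (-1.97 ± 0.54, adjusted p = 0.00637), and so did Usp17le itself (-1.55 ± 0.39, adjusted p = 0.0069). Among the largest rises were Ndrg1 (4.12 ± 0.06, adjusted p = 1.96e-12) and Dtx1, a regulator of Notch signalling (3.90 ± 0.13). Aoc3, an amine oxidase gene (3.59 ± 0.20), and Tnnt2, which encodes cardiac troponin T (3.64 ± 0.25), rose as well.

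Relative to the median gene, the 2C list fell by 2.43 on the log2 scale at its median. Of its genes 1 was higher and 39 lower by either adjustment, and none higher and 40 lower after scaling (adjusted p = 6.29e-16, adjusted p = 0.00728 with an estimated correlation). Of the 43 2C genes that rose with Usp17le, 39 (90.7%) were lower after Dux knockdown. Because the Usp17le OE libraries enter both comparisons, opposite changes can arise from them alone, so groups were simulated with the other effects kept and no knockdown effect on 2C genes. Over 20 such simulations 0.95 of the raised genes were lower on average, and 3 at most. The number was 25 without Usp17le OE replicate 1 and 24 without Usp17le OE replicate 2. Of the summed log2 rise of these 43 genes, which include Usp17le, 57.4% was gone in Usp17le OE-Dux KD (67.9% after scaling). The simulations gave 0.905% on average and 5.75% at most, and address only the shared libraries. In WT cells the hairpin also lowered 2C genes (median -1.85 relative to the median gene), and Usp17le itself fell here from 32.1 to 10.8 TPM. The removed share therefore does not separate loss of Dux from less Usp17le, or tell how much of the rise needs Dux. Of the 43 genes, 30 were higher in Usp17le OE-Dux KD than in WT (27 after scaling). Outside the 2C list, 1699 genes rose over 2-fold with Usp17le after scaling, of which 987 (58.1%) moved back, and 1590 fell over 2-fold, of which 1087 (68.4%) moved back. In simulations with no knockdown effect on these genes, 1.3% of the raised and 1.11% of the lowered genes moved back on average. These too address only the shared libraries and are no baseline for a comparison in which many genes moved. Of 14670 genes tested after scaling, 4413 were higher and 4463 lower in it. Among all called genes, 2553 rose with Usp17le and then fell, against 1475 for independent calls. In the other direction, 2855 fell and then rose, against 1457. The independent counts take no account of the shared libraries.

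Integrated stress response genes rose in Usp17le OE-Dux KD against Usp17le OE, with 32 higher and none lower of 35 by either adjustment and 29 and 1 after scaling. Their adjusted p was 1.68e-08, and adjusted p = 0.345 with an estimated correlation. Among them were Nupr1 (2.57 ± 0.09), Ddit4 (1.35 ± 0.06) and Shmt2 (1.29 ± 0.04), a serine hydroxymethyltransferase. Pluripotency genes had 32 higher and 2 lower of 38 by either adjustment and 24 and 6 after scaling (adjusted p = 6.72e-06, adjusted p = 0.359 with an estimated correlation). Higher members were Lefty2 (2.53 ± 0.09), an inhibitor of Nodal signalling, Tcl1 (1.48 ± 0.08) and Esrrb (0.93 ± 0.04). Dux locus regulators had 30 higher and 2 lower of 40, or 31 and 2 adjusted over the list alone, and 20 and 10 after scaling (adjusted p = 0.00123, adjusted p = 0.639 with an estimated correlation). Within that list Ehmt2 (1.39 ± 0.06) and Uhrf1 (1.05 ± 0.05), which directs maintenance DNA methylation, rose and Dppa2 (-1.53 ± 0.06) fell. Neuroectoderm genes had 10 higher and none lower of 12 and 7 and 0 after scaling (adjusted p = 0.0749, adjusted p = 0.345 with an estimated correlation, and 0.0244 after scaling). Of these Sox1 (2.63 ± 0.23) was higher. Fibroblast feeder markers had 9 higher and 1 lower of 15 and 8 and 1 after scaling (adjusted p = 0.147, adjusted p = 0.359 with an estimated correlation, and 0.0354 after scaling), with Acta2 (1.80 ± 0.09) and Mmp2 (1.39 ± 0.09) higher.

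The other 11 lists did not pass in this comparison, with an adjusted p of 0.0749 to 0.645. Polycomb complex genes had 29 higher and 5 lower of 41, but 15 and 10 after scaling, with Phc1 (0.94 ± 0.05) higher. Polycomb targets had 26 higher and 5 lower of 47, or 27 and 5 adjusted over the list alone, and 16 and 7 after scaling, with Irx3 (2.18 ± 0.18) higher. Germline genes had 15 higher and 15 lower of 36, and 9 and 16 after scaling, with Smc1b (1.46 ± 0.10), a meiotic cohesin subunit, higher. Of the p53 targets Gdf15 (1.79 ± 0.11) was higher and Ccng1 (-1.37 ± 0.06) lower. By the limma test 9453 genes changed, 6722 higher and 2731 lower as deposited, and 4413 higher and 4463 lower after scaling. A pseudocount of 1 moved the changes as deposited to -1.05 for Dux, 2.26 for Tnnt2, 2.37 for Aoc3, 1.48 for Sox1 and 1.56 for Irx3.

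**Figure D2:**
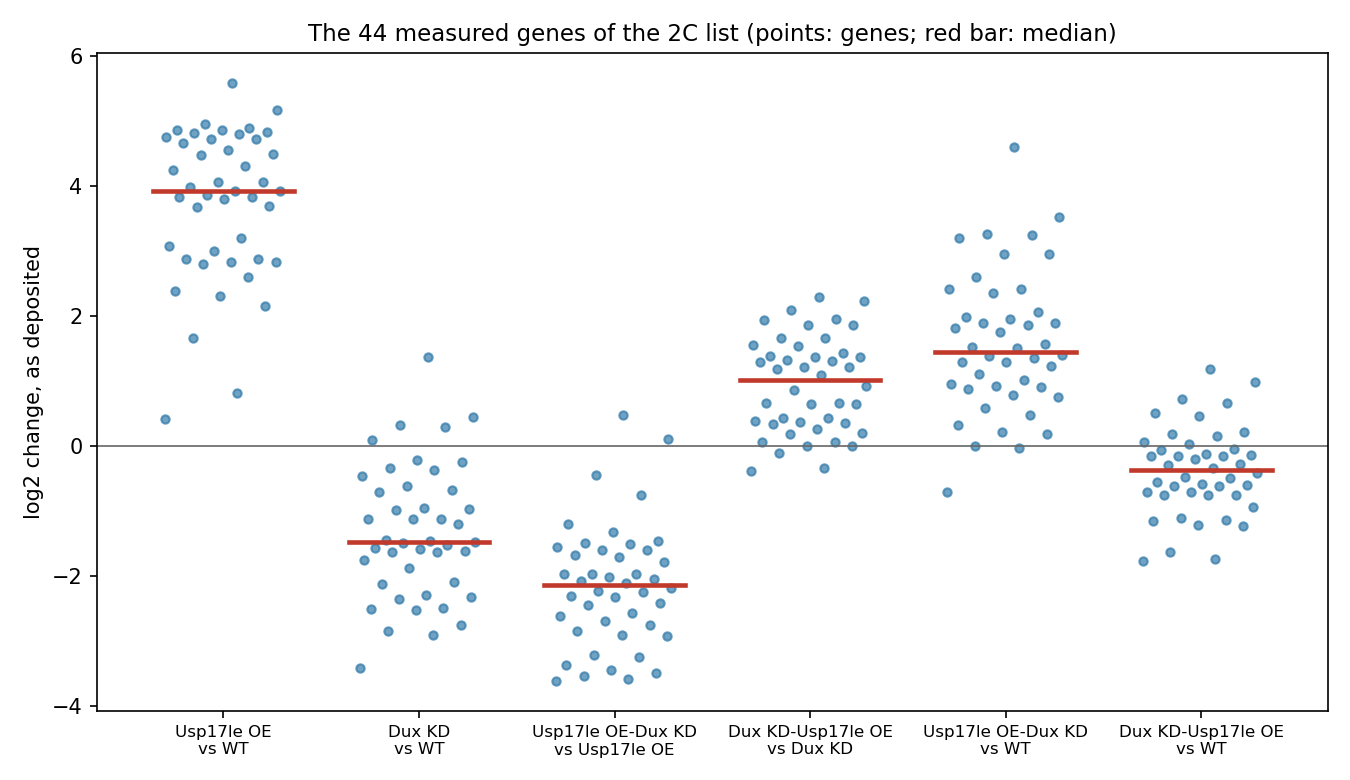
Log2 change of the 44 measured 2C genes, as deposited, in 6 comparisons. Each point is a gene and the red bar marks the median, which is 3.93 in Usp17le OE against WT, -1.47 in Dux KD against WT and -2.14 in Usp17le OE-Dux KD against Usp17le OE.

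The libraries labelled Dux KD-Usp17le OE were compared with Dux KD to ask whether the Usp17le plasmid acts when Dux is already lowered. The 2C genes were higher, although Usp17le itself did not pass the test. Gm5662 changed by 1.95 ± 0.12, adjusted p = 1.5e-05. Gm8300 rose by 2.09 ± 0.15, Gm2016 by 1.94 ± 0.14 and Zscan4a by 1.54 ± 0.16. Zscan4d went from 0.536 ± 0.0489 to 1.95 ± 0.501 TPM (1.67 ± 0.17, adjusted p = 0.00044). Tcstv3 rose by 1.67 ± 0.17, adjusted p = 0.000403, a call lost on the recovered reads (adjusted p = 0.0678). Dux had a log2 change of 0.37 ± 0.54, adjusted p = 0.694, which did not pass and was -0.14 without Dux KD replicate 2. Outside the 2C list, the predicted gene Gm5039 (2.38 ± 0.15, adjusted p = 1.5e-05), the immediate early transcription factor gene Egr1 (0.70 ± 0.09, adjusted p = 0.00272) and Acta2 (0.67 ± 0.09, adjusted p = 0.00316) rose. Jarid2, a PRC2 cofactor gene, fell (-0.34 ± 0.05, adjusted p = 0.00389). The calls of Acta2 and Jarid2 ended without trend and robust options (adjusted p = 0.076 and 0.0789). With a pseudocount of 1 the rises shrank to 1.38 for Gm5039, 1.36 for Gm8300, 0.73 for Zscan4a, 0.93 for Zscan4d and 0.69 for Tcstv3.

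Relative to the median gene, 2C genes rose by a median of 1.12 in the libraries labelled Dux KD-Usp17le OE against Dux KD. Of the 44, 14 were higher and none lower over all genes, 19 were higher adjusted over the list alone, and 12 were higher after scaling (adjusted p = 2.67e-20, adjusted p = 0.00405 with an estimated correlation). Against WT, 5 of the 43 genes raised by Usp17le were higher and 11 lower in these libraries. Pluripotency genes fell slightly, with 2 higher and 16 lower of 38, or 2 and 19 adjusted over the list alone, and 1 and 4 after scaling. Their adjusted p was 7.23e-05, and adjusted p = 0.43 with an estimated correlation. Integrated stress response genes had 1 higher and 14 lower of 35, or 1 and 21 adjusted over the list alone, and 1 and 5 after scaling. Here the adjusted p was 0.000151, and adjusted p = 0.43 with an estimated correlation. Dux locus regulators had none higher and 13 lower of 40, or 26 lower adjusted over the list alone, and 4 lower after scaling (adjusted p = 4.99e-06, adjusted p = 0.568 with an estimated correlation). Polycomb complex genes had none higher and 6 lower of 41, or 11 lower adjusted over the list alone, and 1 after scaling (adjusted p = 0.0324, adjusted p = 0.671 with an estimated correlation, and 0.118 after scaling). Relative to the median gene these shifts were small. The medians were -0.06 for pluripotency, -0.12 for integrated stress response, -0.10 for Dux locus regulator and -0.07 for Polycomb complex genes. Histone genes, the list for RNA quality, had 1 higher of 23 on either scale and moved up as a list (adjusted p = 1.14e-05, adjusted p = 0.123 with an estimated correlation). So did neuroectoderm genes, with 1 higher and 1 lower of 12, and 1 and 0 after scaling (adjusted p = 0.0459, adjusted p = 0.319 with an estimated correlation, and 0.093 after scaling). The remaining 10 lists had an adjusted p of 0.121 to 0.989.

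By the limma test 1644 genes changed between these groups, 424 higher and 1220 lower as deposited, and 519 higher and 229 lower after scaling. This count rests on single libraries and on the fit. It was 137 without Dux KD replicate 2, 61 without Dux KD-Usp17le OE replicate 1 and 145 without Dux KD-Usp17le OE replicate 2. It was 30 without trend and robust options, 1007 without the filter and 628 after the length correction.

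**Figure D3:**
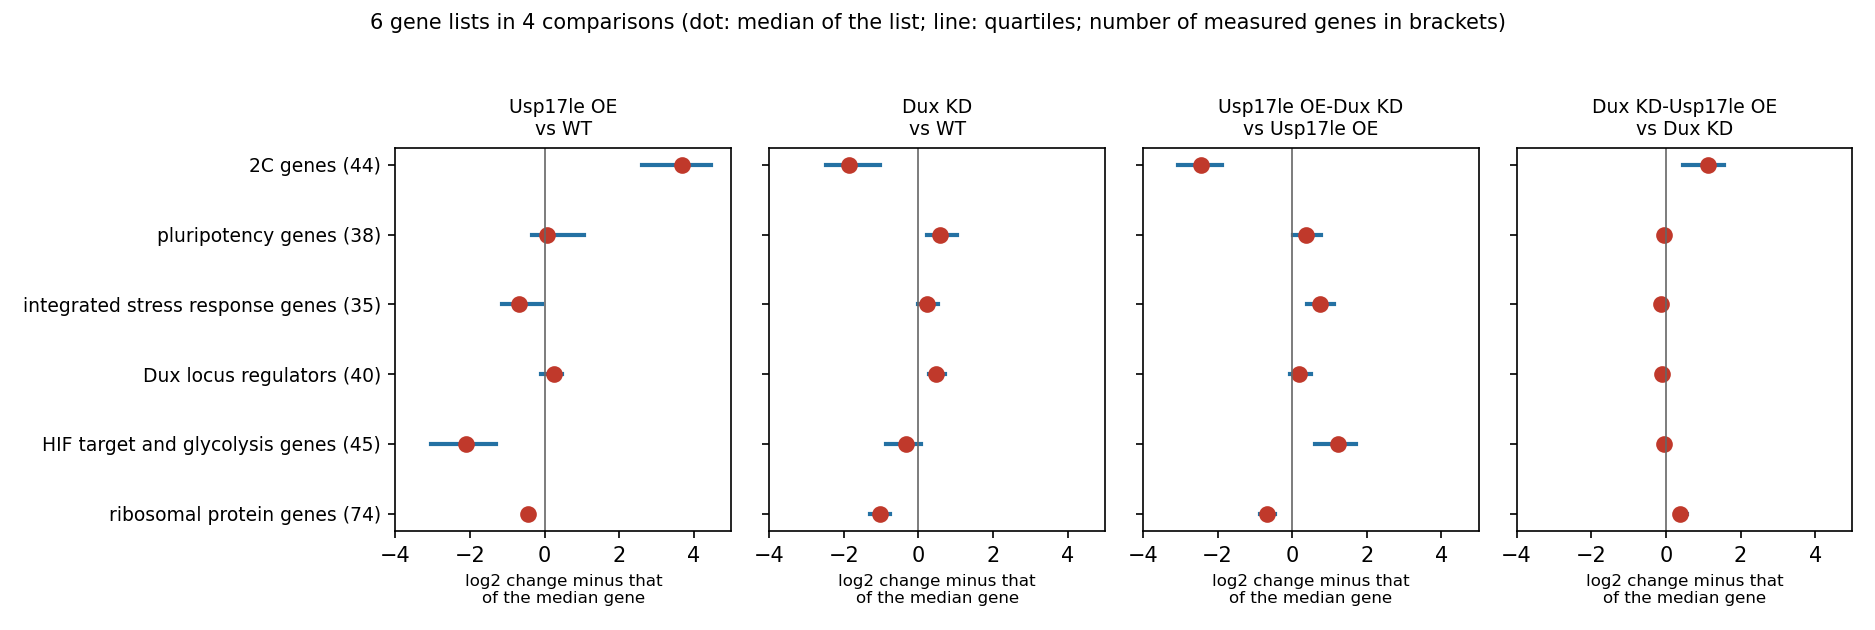
Median and quartiles of the log2 change relative to the median gene for 6 gene lists in the 4 main comparisons, with 44 (2C), 38 (pluripotency), 35 (integrated stress response), 40 (Dux locus regulators), 45 (HIF targets and glycolysis) and 74 (ribosomal proteins) measured genes. The 2C list lies at 3.67 in Usp17le OE against WT, -1.85 in Dux KD against WT, -2.43 in Usp17le OE-Dux KD against Usp17le OE and 1.12 in Dux KD-Usp17le OE against Dux KD.

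The effect of Usp17le in unmodified cells and that in Dux KD cells share no library, so chance gives a correlation of 0. Across 14706 genes, which are not independent replicates, Pearson's r was 0.06 and Spearman's rho -0.03. After scaling, 170 genes were higher in both comparisons against 172 for independent calls, and 111 were lower in both against 76. In opposite directions, 82 were higher in unmodified cells and lower in Dux KD cells against 76, and 210 were lower and then higher against 171. The difference of these effects passed the test for 8515 genes, among them Zscan4d (-3.16 ± 0.25, adjusted p = 5.65e-07) and Foxd3 (-5.85 ± 0.21). This difference includes the comparison with WT, so it also holds transfection and selection. For the 2C list the difference had a median of -2.60 as deposited (adjusted p = 3.31e-05, adjusted p = 0.0945 with an estimated correlation). The Dux knockdown effects in WT cells and in Usp17le OE cells, which also share no library, had r = 0.39, against -0.00 in 20 simulations without an effect. After scaling, 2156 genes were higher in both of these against 1188 for independent calls, and 2337 lower in both against 1192. In opposite directions there were 518 against 1179 and 611 against 1201. Genes under 1000 bases took 31.3% and 28.5% of TPM in Dux KD and 30.6% and 32.1% in Usp17le OE-Dux KD. They took 43.2% and 43.0% in WT and 42.4% and 39.5% in Usp17le OE. Neither the simulations nor the independent counts hold such a trend of the hairpin libraries, so r does not tell it from a knockdown effect. The difference of the knockdown effects passed for 6462 genes, and it too holds transfection and selection through WT. The 2C list did not pass it as deposited (adjusted p = 0.166, adjusted p = 0.458 with an estimated correlation, and 0.0274 after scaling).

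Against WT, cells in which Usp17le came first and the hairpin second held more 2C transcripts. In Usp17le OE-Dux KD, Usp17le (3.21 ± 0.39, adjusted p = 5.95e-05), Zscan4d (1.89 ± 0.17, adjusted p = 8.31e-07), Zscan4f (1.98 ± 0.19) and Trim43a (4.35 ± 0.23) were higher than in WT. Dux had a log2 change of 0.91 ± 0.54, adjusted p = 0.148, which did not pass. The list had 30 higher and none lower of 44 by either adjustment and 27 and 0 after scaling, but did not pass as deposited (adjusted p = 0.255, adjusted p = 0.634 with an estimated correlation, and 0.000359 after scaling). Pluripotency genes had 33 higher and none lower of 38, or 33 and 2 adjusted over the list alone, and 28 and 6 after scaling (adjusted p = 9.99e-07, adjusted p = 0.634 with an estimated correlation). They included Klf4 (1.83 ± 0.05) and Nanog (1.25 ± 0.04). Histone genes, the list for RNA quality, moved down as a list (adjusted p = 0.000701, adjusted p = 0.535 with an estimated correlation, and 0.166 after scaling). Gadd45g (-4.14 ± 0.17) and Dll1, a Notch ligand gene (-3.08 ± 0.20), were lower. In all, 10368 genes changed, 8754 higher and 1614 lower as deposited, and 4478 and 4495 after scaling.

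In the libraries labelled Dux KD-Usp17le OE against WT, Tcstv3 (-1.74 ± 0.17, adjusted p = 4.24e-06) and Zscan4a (-1.23 ± 0.16, adjusted p = 3.86e-05) were lower, and Foxd3 (3.20 ± 0.15, or 1.98 with a pseudocount of 1) was higher. Relative to the median gene, Klf4 (1.08 ± 0.05) was higher as well. Usp17le (0.18 ± 0.39, adjusted p = 0.736) and Dux (-0.60 ± 0.54, adjusted p = 0.374) did not pass. Usp17le gave 0.84 (adjusted p = 0.0289) without WT replicate 1 and -0.48 (adjusted p = 0.182) without WT replicate 2. The 2C list had 5 higher and 12 lower, or 2 and 9 adjusted over the list alone, and none higher and 15 lower after scaling (adjusted p = 2.24e-07, adjusted p = 0.0511 with an estimated correlation). Histone genes, the list for RNA quality, moved down as a list (adjusted p = 0.0178, adjusted p = 0.321 with an estimated correlation, and 0.435 after scaling). In all, 7710 genes changed, 6589 higher and 1121 lower as deposited, and 3337 and 3214 after scaling. Set directly against Usp17le OE-Dux KD, these libraries held less Usp17le (-3.03 ± 0.39, adjusted p = 0.000365) and Zscan4a (-2.46 ± 0.16, adjusted p = 7.24e-07). Pramel6, a PRAME-like gene of the early embryo (-3.62 ± 0.36, or -2.31 with a pseudocount of 1), was lower too, and Acta2 (2.98 ± 0.09) and Gadd45g (2.16 ± 0.17) were higher. Relative to the median gene, Nanog (-0.89 ± 0.04) was lower. The 2C list had none higher and 33 lower, or 35 lower adjusted over the list alone, and 31 lower after scaling (adjusted p = 1.07e-07, adjusted p = 0.04 with an estimated correlation). Histone genes moved up as a list (adjusted p = 0.00329, adjusted p = 0.414 with an estimated correlation, and 0.196 after scaling). There were 6667 changed genes, 1172 higher and 5495 lower as deposited, and 3171 and 2525 after scaling, so the majority direction turned with the scaling.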

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

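Of the tests in this part, the label swap and the comparison with the other Usp17l genes were chosen only after the result was seen.

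By the test of the difference itself, the effect of Usp17le overexpression differed between Dux KD cells and WT cells in 8515 genes. By the same kind of test, the effect of Dux knockdown differed between Usp17le OE cells and WT cells in 6462 genes. Each difference includes a comparison with WT, which was neither transfected nor selected. An effect of transfection and selection therefore cannot be told apart in either difference. In the first difference (Dux KD cells minus WT cells), the 2C list had a median of -2.60 (adjusted p = 3.31e-05, adjusted p = 0.0945 with an estimated correlation), pluripotency genes -0.59 (0.0186, and 0.763 with an estimated correlation), and Dux locus regulators -0.71 (0.00286, and 0.763). Neuroectoderm genes had 0.78 (0.0127, and 0.207), fibroblast feeder markers 0.30 (0.0331, and 0.207), integrated stress response genes 0.21 (0.00341, and 0.622) and histone genes 0.56 (0.00341, and 0.207). After scaling, the calls of pluripotency genes, neuroectoderm genes and fibroblast feeder markers (adjusted p = 0.0909 each) and of histone genes (0.0983) ended. Genes with large differences were Gadd45g (5.84 ± 0.24), Acta2 (5.21 ± 0.13), Ndufa4l2 (5.03 ± 0.19), Foxd3 (-5.85 ± 0.21) and Zscan4d (-3.16 ± 0.25). In the second difference (Usp17le OE cells minus WT cells), neuroectoderm genes had a median of 0.94 (adjusted p = 0.00984, adjusted p = 0.146 with an estimated correlation), fibroblast feeder markers 0.76 (0.00366, and 0.146), integrated stress response genes 0.33 (1.44e-05, and 0.4), Polycomb targets 0.74 (0.00426, and 0.146) and Dux locus regulators -0.34 (0.00379, and 0.753). After scaling, the call of Polycomb targets ended (adjusted p = 0.0515). Ndrg1 (4.77 ± 0.09) and Foxd3 (-3.36 ± 0.21) were among the genes that differed. These medians are as deposited, where the median gene shifted by -0.32 in the first difference and -0.11 in the second, so a list median between the shift and 0 changes sign when taken relative to it.

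The first difference rests on the libraries labelled Dux KD-Usp17le OE, where Usp17le lay in the WT range. Loss of plasmid reads to paralogs is argued against, since 91.8% of the 100-base stretches of the annotated Usp17le transcripts occur in no other gene. The plasmid's transcripts may not reach the gene's entry in the table: Usp17le rose by 4.76 ± 0.39 in Usp17le OE, 0.42 less than Usp17lb, which rose by 5.17 ± 0.45 (difference -0.42, within these errors). Comparing rises between genes does not measure whether plasmid reads are counted. According to the methods of the paper, isoform 1 of Usp17le was cloned for overexpression, so plasmid reads could count in this entry where they map uniquely. If they do not reach it, the endogenous family responds in Usp17le OE, and the entry says little about the plasmid. The entry then cannot decide on a swap of the Dux KD and Dux KD-Usp17le OE labels either, although the highest Usp17le level of the libraries labelled Dux KD, 0.466 TPM, lies below the lowest WT library, 0.649 TPM. Other values ran the way the labels say. Against Dux KD, the libraries labelled Dux KD-Usp17le OE had 14 2C genes higher and none lower. Usp17la (1.37, adjusted p = 0.0484) and Usp17lb (2.23, adjusted p = 0.0275) are among these 14. In Usp17le OE-Dux KD, which also holds both constructs, Zscan4d stood at 11.5 TPM, against 0.536 TPM in Dux KD and 1.95 TPM in Dux KD-Usp17le OE. A swap would need the plasmid to lower these genes when it is added after the hairpin, which no value here excludes, so the swap stays open. A single wrong label, and overexpression that was not reached in cells already carrying the hairpin, stay open and were not tested.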

How the results depend on the processing

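Limma-voom on the recovered reads, the length correction, the fit without genes under 200 bases and the fit without the libraries labelled Dux KD-Usp17le OE were tests chosen only after the data were seen. Of the counts of changed genes, 141 alternatives stayed within 1.5 times and 25 did not, and with a replicate block the count in Usp17le OE against WT was 9778. For Dux KD-Usp17le OE against Dux KD (1644) the count was 1007 without the filter, where more genes are tested, 748 with median-of-ratios scaling, 30 without trend and robust options and 628 with the length correction, and it lay between 61 and 1689 with 1 library left out; the cause was not tested. A fold over 2 with the adjusted p calls fewer genes by construction; for the study's threshold, with its unadjusted p, the cause was not tested. In the order Usp17le OE, Dux KD, Usp17le OE-Dux KD against Usp17le OE, Dux KD-Usp17le OE against Dux KD, Usp17le OE-Dux KD against WT, Dux KD-Usp17le OE against WT, Dux KD-Usp17le OE against Usp17le OE-Dux KD, difference of overexpression effects and difference of knockdown effects, the study's threshold gave 3722, 2012, 2763, 214, 3943, 926, 1150, 3932 and 2198. A fold over 2 with the adjusted p gave 3657, 1949, 2686, 93, 3878, 872, 997, 3767 and 1978. The number of 2C genes lowered by Dux knockdown after their rise (39) lay between 24 and 38 with 1 library left out. The 2C list kept its direction and its side of the threshold in 148 alternatives, with 7 that gained and 2 that lost the call; the cause was not tested. For the difference of knockdown effects the list passed with a pseudocount of 0.5 (median relative to all genes -0.98, adjusted p = 5.02e-05), a pseudocount of 1 (-0.98, adjusted p = 8.54e-08), no filter (-0.69, adjusted p = 0.0292) and scaling (-0.85, adjusted p = 0.0274). In Usp17le OE-Dux KD against WT it passed with scaling (0.93, adjusted p = 0.000359), on the recovered reads (0.96, adjusted p = 0.000907) and with the length correction (1.00, adjusted p = 5.43e-05). With an estimated correlation it no longer passed in Dux KD-Usp17le OE against WT (-0.66, adjusted p = 0.0511) or in the difference of overexpression effects (-2.28, adjusted p = 0.0945). Tests of other lists stayed as they were in 2346 alternatives, lost the call in 130 and gained it in 34. Of the 144 with an estimated correlation, 51 lost the call, which was every call these other lists had at the preset correlation. Histone genes changed direction with the length correction and lost the call. They went to 0.27 in Usp17le OE-Dux KD against WT (adjusted p = 0.678) and to 0.25 in Dux KD-Usp17le OE against WT (adjusted p = 0.457). The cause was not tested. Few reads limit Dux, at 0 to 16 outside Usp17le OE. Depth was not told apart from the dropping of reads that map to several places.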

Other observations

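Of the tests in this part, those of the length trend in ribosomal protein genes, of the scaling of HIF target and glycolysis genes and of the latter list without the members seen first were chosen only after the result was seen, as were the lists themselves.

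Genes of glycolysis and targets of HIF, the hypoxia-inducible factor, were among the genes lower in Usp17le OE than in WT. Ldha, lactate dehydrogenase A, went from 2940 ± 72.5 TPM in WT to 680 ± 13 TPM in Usp17le OE (-2.11 ± 0.04, adjusted p = 2.18e-12), Pgk1, phosphoglycerate kinase, from 2440 ± 18.2 to 599 ± 24.4 TPM (SD, n = 2), and Slc16a3, a lactate exporter, changed by -3.06 ± 0.05, Aldoc by -3.34 ± 0.06 and Bnip3, a mitophagy receptor, by -2.90 ± 0.04. Of 45 measured members, 2 were higher and 41 lower, as deposited and after scaling (adjusted p = 4.9e-29, adjusted p = 0.0377 with an estimated correlation). After Dux knockdown in these cells 38 rose and 3 fell, or 37 and 4 after scaling (adjusted p = 5.82e-12, adjusted p = 0.0748 with an estimated correlation), Ldha by 1.56 ± 0.04 and Aldoa by 2.01 ± 0.04. The changes of single genes in this paragraph are as deposited. In Dux KD against WT the list was split as deposited, 20 higher and 15 lower, and mostly lower after scaling, 6 and 29 (adjusted p = 0.00184, adjusted p = 0.32 with an estimated correlation). In Dux KD-Usp17le OE against Dux KD 4 were higher and 14 lower as deposited, and 3 and 2 after scaling (adjusted p = 0.0781).

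Foxd3, Myc, Spry4, L1td1 and Egr1 were higher than WT in each of the 4 other groups. Foxd3 changed by 5.64 ± 0.15 in Usp17le OE, 3.41 ± 0.15 in Dux KD, 5.70 ± 0.15 in Usp17le OE-Dux KD and 3.20 ± 0.15 in Dux KD-Usp17le OE. In the same order Myc changed by 4.64 ± 0.13, 2.74 ± 0.13, 3.94 ± 0.13 and 2.52 ± 0.13, Spry4 by 3.63 ± 0.08, 2.81 ± 0.08, 3.01 ± 0.08 and 2.59 ± 0.08, L1td1 by 1.90 ± 0.05, 2.60 ± 0.05, 2.99 ± 0.05 and 2.27 ± 0.05, and Egr1 by 2.71 ± 0.09, 1.97 ± 0.09, 3.73 ± 0.09 and 2.66 ± 0.09. WT is the only group that was neither transfected nor selected. ERK and SRF immediate early genes as a list of 32 had 19 higher and 10 lower in Usp17le OE against WT, and 16 and 12 after scaling (adjusted p = 0.412). In Dux KD against WT it had 22 and 4, and 17 and 9 after scaling (adjusted p = 0.049, adjusted p = 0.365 with an estimated correlation). In Usp17le OE-Dux KD against WT it had 24 and 4, and 17 and 11 after scaling (adjusted p = 0.0752, adjusted p = 0.392 with an estimated correlation). In Dux KD-Usp17le OE against WT it had 23 and 2, and 17 and 6 after scaling (adjusted p = 0.00202, adjusted p = 0.198 with an estimated correlation). The list gave adjusted p = 0.957 in Usp17le OE-Dux KD against Usp17le OE and 0.519 in Dux KD-Usp17le OE against Dux KD, where 4 genes were higher and 2 lower, and 5 and 0 after scaling.

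The fall of HIF target and glycolysis genes in Usp17le OE was set against technical explanations. Scaling between libraries is argued against, since the list's median was -1.84 as deposited and -2.10 after median-of-ratios scaling, and a length trend is argued against, since it was -2.16 after the correction for gene length. The fall does not rest on the first 7 members seen: without them the median of the other 38 genes was -1.98 relative to the median gene. Those 38 were also listed after the data had been seen, so a choice of the list guided by the data is not excluded. These tests leave Usp17le overexpression as a hypothesis, found and tested on the same data. After scaling the list was also mostly lower than WT in Usp17le OE-Dux KD (4 higher, 38 lower) and in Dux KD-Usp17le OE (3 higher, 31 lower). In Dux KD-Usp17le OE against Dux KD, 3 were higher and 2 lower after scaling. WT is the only group neither transfected nor selected, so an effect of transfection and selection cannot be told apart. Cell density, medium or oxygen could differ between cultures, which the labels do not record, and this stays open and untested.

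Ribosomal protein genes were lower in Dux KD than in WT, by -1.02 relative to the median gene with 1 higher and 65 lower of 74, and 0 and 72 after scaling (adjusted p = 3.21e-40, adjusted p = 0.0658 with an estimated correlation). A length trend of the libraries may account for part of this, since other genes of 400 to 1000 bases lay at -0.34 and genes of 2000 to 4000 bases at 0.46, a difference of -0.80. As the whole cause it is argued against only narrowly and is not excluded. After the length correction the median was still -0.32 (quartiles -0.57 and -0.06), just past the preset bound of 0.3 below the other genes. It lay below the lowest of 10000 random lists matched on expression and length, -0.27 (one-sided permutation p = 0.0001, the smallest they can give). Those lists were drawn gene by gene, so this p takes no account of members that move together. Dux knockdown itself stays among the open explanations and was not tested. In Usp17le OE against WT the list had 2 higher and 29 lower, and 0 and 55 after scaling (adjusted p = 1.07e-08, adjusted p = 0.302 with an estimated correlation), and in Dux KD-Usp17le OE against Dux KD 32 higher and none lower, and 29 and 0 after scaling (adjusted p = 1.37e-37, adjusted p = 0.0658 with an estimated correlation).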
